A study of Mus musculus with 48 samples.

How the data were processed

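The data were gene counts from translating ribosome affinity purification (TRAP) of the mouse dorsal hippocampus. In the Aldh1l1:L10a-eGFP line, a ribosomal protein fused to a green fluorescent protein is made under an astrocyte promoter, so that an antibody to the fluorescent protein pulls down ribosomes from astrocytes with the RNA bound to them. The compartments were whole astrocytes (Astro) and perisynaptic astrocytic processes (PAP), the fine astrocyte branches next to synapses. The sample titles give each compartment 3 numbers (C1 to C3), each with 8 technical replicates, 48 samples in all. Each number was taken as an animal that gave both compartments, which the titles themselves do not say.

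Per the labels' protocols, lysates were passed over columns without antibody and with unspecific mouse antibodies before the pulldown, the RNA was amplified with a SMART-Seq low-input kit, and libraries were made with the Nextera XT kit. Per the file headers, each file gives a gene ID and a count, and the values are whole numbers that sum to a different total in each sample, so the deposited values are raw counts with no scaling by the authors. Aligner, counting method, strand setting, genome build and annotation are not stated in the labels or headers. Molecular identifiers are not mentioned there either, so the counts were treated as reads after amplification, and every confidence interval or floor below covers counting error only.

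Each file listed the same 47643 Ensembl genes. Symbols, positions, exonic lengths and GC content were taken from GENCODE M21 on GRCm38, in which 47224 of the IDs were found (99.12%, with 99.9% of all counts); coordinates are 1-based on that build. Counting could have split reads among near-identical genes, and strand was not stated, so values for ribosomal protein genes with processed pseudogenes, Eef1a1, Fth1, Ftl1, immunoglobulin segments, haemoglobin genes and overlapping or antisense genes are uncertain at the level of the single gene.

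Whether the technical replicates were independent was tested first, with a chi-square dispersion index over genes with a mean of at least 10 counts, for which pure counting noise gives 1. The 8 technical replicates of each animal and compartment were then summed, so that each group held 3 pooled libraries, 1 per animal, and n = 3 throughout. Pooled totals ran from 18707844 to 20293538 counts in Astro and from 1829962 to 2980984 in PAP, and the floor of 3 counts was 0.148 to 0.160 CPM (counts scaled to a common library total) in Astro and 1.01 to 1.64 CPM in PAP.

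Differential counts were tested with edgeR 4.0.16 in R 4.3.3. Genes passing filterByExpr with a minimum count of 10 were kept, libraries were scaled by TMM factors, and the quasi-likelihood test compared PAP with Astro in a model of group alone, with Benjamini-Hochberg adjustment and a threshold of 0.05. The SE given with a log2 fold change is the value implied by the test, the absolute log2 fold change over the square root of its F statistic. It was not estimated separately. CPM values of genes in the report are scaled by the same TMM factors, those in the closing observations are counts over the library total without these factors, and shares of counts are percentages of all counts in a pooled library. Libraries with the same number in the titles (C1 to C3) were taken to come from the same animal, which is where the pairing comes from. A fit with the animal as a block was made beside each result. A group of 9 gene sets and a list of 18 genes known from astrocytes or from work on their processes were written before the data were examined. Sets were tested with camera in limma 3.58.1 at its preset inter-gene correlation of 0.01. Shares of counts were compared by a two-sided exact permutation test over all 20 relabellings of the 6 libraries, for which the smallest possible p is 0.1.

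The genes named in the report are the list of 18 and the 5 genes with the largest log2 fold change in each direction among those with an adjusted p under 0.05, a mean of at least 10 CPM, groups that do not overlap and the same direction in all 3 animals. Some genes chosen by this rule are not reported here. A gene at or under 3 counts in every library of a group was given a fold change only as a bound computed against that floor.

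The tests were tried on simulated counts drawn from the libraries' own means and totals, in which 200 of 14618 genes were changed by 4 on the log2 scale. At the dispersion estimated from the data, 41.5% of the changed genes were recovered without the block and 30.0% with it, with 4.6% and 1.6% unchanged genes among the calls. With the dispersion lowered in the simulation so that replicates lay closer together, 100% were recovered. A simulated set of 80 genes shifted by 2 gave a camera p of 1.95e-24 and an unshifted set of 80 genes gave 0.696. Apart from the changes put in, these draws used the same mean and dispersion of a gene in both groups, and genes were drawn independently. In the data, the relative spread between animals was 0.334 in Astro and 1.58 in PAP. The simulated recovery, false calls and camera p therefore do not carry over to these libraries. A slope of -1.00 with exonic length, put into the simulated counts of 14618 genes at the lowered dispersion, came out as -0.04 after the GC and length correction. A trend with GC content was not simulated. The dispersion index was tried on simulated technical replicates and came out as 1.00 over 4544 genes for pure counting noise, and as 2.83 over 4558 genes with a gene-wise spread added.

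Alternatives were chosen before the data were examined, except limma voom with a variance weight per group, which was added after the spread in PAP had been seen. They were the block, a loess correction for GC content and length with and without the block (span 0.5), DESeq2 1.42.0 size factors, library size alone, upper-quartile factors, the DESeq2 Wald test, no filter on low counts, a mean of at least 100 counts, technical replicates 1 to 4 or 5 to 8 alone, technical replicates as separate samples, random thinning of every library to one depth, leaving out each pooled library, a minimum absolute log2 fold change of 1, an adjusted p under 0.01, removal of mitochondrially encoded genes, and camera with an estimated correlation. Permutation tests and intervals used scipy 1.17.1, and tables were handled with pandas 2.3.3.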

Results

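Polysomal RNA of dorsal hippocampal astrocytes was compared between whole astrocytes and their perisynaptic processes, with 3 numbers per compartment, each taken as a mouse. The question set by the design was which ribosome-bound transcripts differ in abundance between the perisynaptic processes and the whole cell. Each of the 6 pooled libraries was the sum of 8 technical replicates. The Astro libraries held 20293538, 18707844 and 19503504 counts for animals 1 to 3, and the PAP libraries held 1829962, 1833201 and 2980984. Single technical replicates ran from 2134697 to 2770446 counts in Astro and from 212710 to 408469 in PAP. The median Astro total was 10.6 times the median PAP total, with no overlap, so depth and compartment could not be told apart by comparing libraries at full depth. Genes with at least 1 count numbered 19642 ± 438 (SD, n = 3) in Astro and 12054 ± 301 (SD, n = 3) in PAP. With every library thinned to the smallest total, Astro libraries still showed 16555, 16621 and 16346 genes, and PAP libraries 12378, 11779 and 11334.

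The technical replicates were compared before they were summed. The dispersion index over genes was 1.01 to 1.02 among technical replicates 1 to 4 of each Astro animal and 1.02 to 1.04 in PAP, and it was 1.01 to 1.02 and 1.01 to 1.04 among replicates 5 to 8. The sum of replicates 1 to 4 set against the sum of 5 to 8 gave 2.80 to 3.38 in Astro and 1.37 to 1.60 in PAP, so the former and latter replicates differed by more than counting noise. Between the 3 animals the index was 74.7 in Astro and 97.4 in PAP. The technical replicates of an animal and compartment therefore lay far closer together than animals did, and they were counted as 1 sample. Both series of replicates contain all animals and both compartments, and each was tested separately beside the pooled result.

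Agreement between animals differed by compartment. Log2 CPM of Astro libraries correlated across genes at 0.941 to 0.955, while PAP libraries correlated with each other at 0.524 to 0.554 and with Astro libraries at 0.459 to 0.537. Genes are not independent replicates, so these values describe the libraries. The biological coefficient of variation, the relative spread between animals, was 0.334 in Astro and 1.58 in PAP when each group was fitted alone.

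Of 14618 genes tested with the edgeR quasi-likelihood test, 3115 had an adjusted p under 0.05, of which 865 were higher and 2250 lower in PAP. With the animal as a block the same test gave 133 genes, 128 higher and 5 lower, all of them also called in the same direction without the block. The deviations of same-numbered libraries from their group means correlated at 0.008 on average, against -0.004 for differently numbered ones, so no shared deviation of the libraries of one animal was seen on average over the tested genes, which does not exclude it for single genes. Of the alternatives, treating the technical replicates as separate samples raised the count most, to 7601 genes, and leaving out Astro animal 1 lowered it most, to 115. Technical replicates 1 to 4 alone gave 2807 genes, and replicates 5 to 8 alone gave 2711. The groups did not overlap in 6731 tested genes (46.0%), where chance gives 10%. The median log2 fold change of all tested genes was -0.53 without the block and -1.63 with it, and it moved to -0.46, -0.38 and -0.46 under DESeq2 size factors, library size alone and upper-quartile factors. Of the 2250 lower genes, 1952 (86.8%) had 3 counts or fewer in every PAP library, and 242 had more than 3 counts in each. Thinned to equal depth, the libraries gave 1654 genes, 718 higher and 936 lower, and the share of calls that were higher rose from 27.8% to 43.4%.

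**Figure D1:**
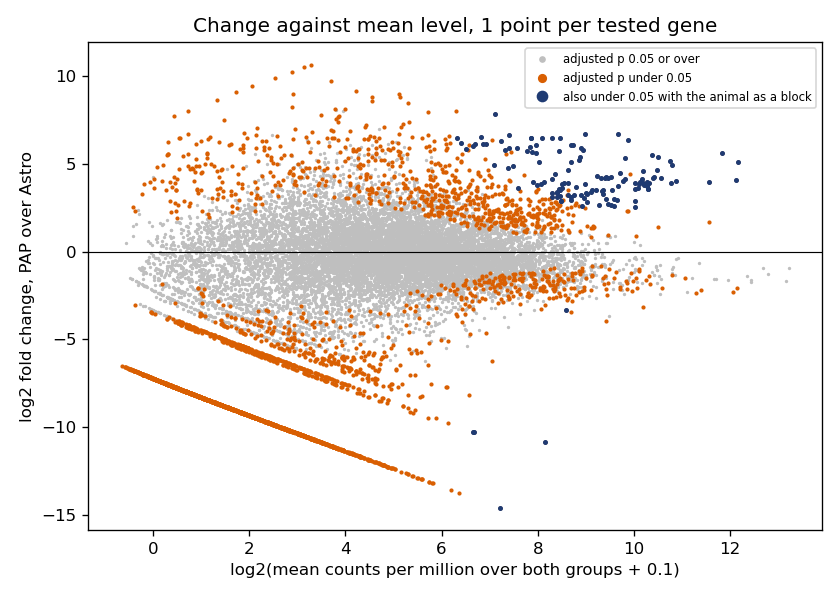
Log2 fold change of PAP over Astro (vertical axis) against the log2 mean level in CPM (horizontal axis), with 1 point per tested gene; orange points are the 3115 genes with an adjusted p under 0.05, blue points the 133 genes also called with the animal as a block, and grey points the rest. The sloping lines at the bottom are genes at or near 0 counts in every PAP library, which make up most of the 2250 lower calls.

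The decreases reported from the naming rule were genes at 0 counts in the 3 PAP libraries. Pnpla2 (ENSMUSG00000025509, chromosome 7, 141455198 to 141460743) stood at 299 ± 84.2 CPM (SD, n = 3) in Astro and was at least 220-fold lower in PAP (edgeR adjusted p 0.00529, and 0.0439 with the block). Sdc2 was at least 120-fold lower (adjusted p 0.0106, and 0.0986 with the block), and Cpped1 at least 82-fold lower (adjusted p 0.014, and 0.158 with the block). A count of 0 in PAP carries less weight than the depth implies, since at equal depth 2102 genes had 3 counts or fewer in 1 PAP library and at least 100 in another, against 0 genes among the Astro libraries. The 5 largest increases were all genes with 7 counts or fewer in each Astro library. Platr27 (ENSMUSG00000087547, a long noncoding RNA on chromosome 2, 157595583 to 157597320) stood at 25.8 ± 6.97 CPM (SD, n = 3) in PAP and was at least 158-fold higher there (edgeR adjusted p 0.0208, and 0.206 with the block). Gm340 was at least 226-fold higher, but its PAP libraries ranged from 2.31 to 75.5 CPM. Cdc25c rose by 8.82 ± 1.53 (SE) on the log2 scale, Vav1 by 8.96 ± 2.29 and Ovol3 by 8.78 ± 1.67, with adjusted p of 0.0208, 0.0363 and 0.0208. The PAP libraries of Vav1 ranged from 5.62 to 109.27 CPM. None of these 5 had an adjusted p under 0.05 with the block, where the values ran from 0.173 to 0.206.

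Gene sets written before the data were examined were compared with all other genes by camera, with adjustment over the 9 sets. Ribosomal protein genes had a median log2 fold change of 3.13 over 84 genes (adjusted p 7.24e-77), and 78 of them were called higher one by one. With the animal as a block the median was 3.12 (adjusted p 7.68e-66) and 54 were called, with the correlation of same-numbered deviations at 0.008. RNAs retained in the nucleus had a median of 4.23 over 8 genes (adjusted p 4.25e-07), and 4.04 with the block (2e-07). Astrocyte markers were lower, with a median of -1.54 over 25 genes (adjusted p 0.000477), of which 10 were called lower and 0 higher, and -1.87 with the block (0.00364), where 0 were called lower. Relative to the median of all tested genes these shifts were 3.66, 4.75 and -1.02, and with the block 4.75, 5.67 and -0.24. Messenger RNAs known from dendrites had a median of 0.80 over 12 genes (adjusted p 0.047), and 0.28 with the block (0.0159), and they passed in 9 of 20 alternatives. Camera with the correlation estimated for each set, in place of the preset value, moved these results most, to an adjusted p of 0.133 for the ribosomal protein and nuclear sets and of 0.654 for the astrocyte and dendritic sets.

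The other 5 sets did not pass the threshold. Neuronal markers had a median log2 fold change of -0.55 (adjusted p 0.784, and 0.674 with the block), endothelial markers of -0.39 over the 5 genes of 16 that were tested (adjusted p 0.787, and 0.721 with the block), and nuclear-encoded respiratory chain genes of -0.75 (0.228, and 0.168 with the block). Oligodendrocyte markers had a median of 0.46 without the block and -3.21 with it, and microglial markers of -0.03 and -2.25. Relative to the median of all tested genes, the respiratory chain set lay at -0.23 without the block and at 0.83 with it. The medians of the other 4 sets changed sign in at least 1 alternative.

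**Figure D2:**
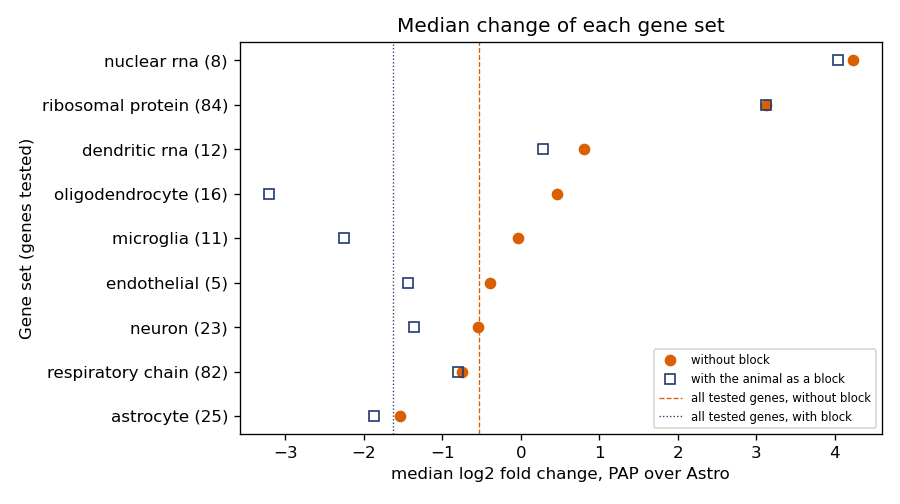
Median log2 fold change of PAP over Astro (horizontal axis) for each of the 9 gene sets (vertical axis, with the number of genes tested in each); filled circles are without and open squares with the animal as a block, and vertical lines mark the median of all tested genes, -0.53 and -1.63. Ribosomal protein genes sit at 3.13 and 3.12, and oligodendrocyte markers at 0.46 and -3.21.

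In the list of 18 genes fixed beforehand, 9 had an adjusted p under 0.05 over all tested genes, and 15 when adjusted over the list alone. With the animal as a block, at a correlation of same-numbered deviations of 0.008, the counts were 4 and 15. Of the 9 genes, 6 were higher and 3 lower in PAP. Ftl1 (ENSMUSG00000050708, chromosome 7, 45457944 to 45459884) rose from 258 ± 34.9 to 8993 ± 982 CPM (SD, n = 3), a log2 fold change of 5.12 ± 0.21 (SE) with an edgeR adjusted p of 0.00196, and of 0.0151 with the block. Rack1 rose by 4.57 on the log2 scale, Rplp1 by 4.17 and Eef1a1 by 4.06, each with an adjusted p of 0.0151 with the block. Fth1 rose by 1.69 (adjusted p 0.0202, and 0.0756 with the block). Ezr, which encodes ezrin, rose from 304 ± 85.1 to 834 ± 82.8 CPM (SD, n = 3), a log2 fold change of 1.46 ± 0.30 (SE) with an edgeR adjusted p of 0.0208, and of 0.206 with the block.

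Gjb6 fell from 778 ± 128 to 155 ± 84.5 CPM (SD, n = 3), a log2 fold change of -2.33 ± 0.47 (SE) with an edgeR adjusted p of 0.0208. Slc1a3 and Aldh1l1 each changed by -1.53, with adjusted p of 0.0216 and 0.0377, and Aldh1l1 stood at 50, 83.5 and 110 CPM in PAP animals 1 to 3 against 235 ± 13.4 in Astro (SD, n = 3). With the block the adjusted p of these genes was 0.176, 0.206 and 0.206. The other 9 genes had negative log2 fold changes, from -0.75 for Kcnj10 to -2.18 for Glul, and did not pass over all genes. Gfap changed by -1.61 (adjusted p 0.0917) and Apoe by -1.73 (0.0912). In PAP the CPM of Aldh1l1, Gjb6, Glul, Gfap and Apoe rose from animal 1 to animal 3, and Eef1a1, Fth1, Ftl1, Rplp1 and Rack1 fell in that order.

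**Figure D3:**
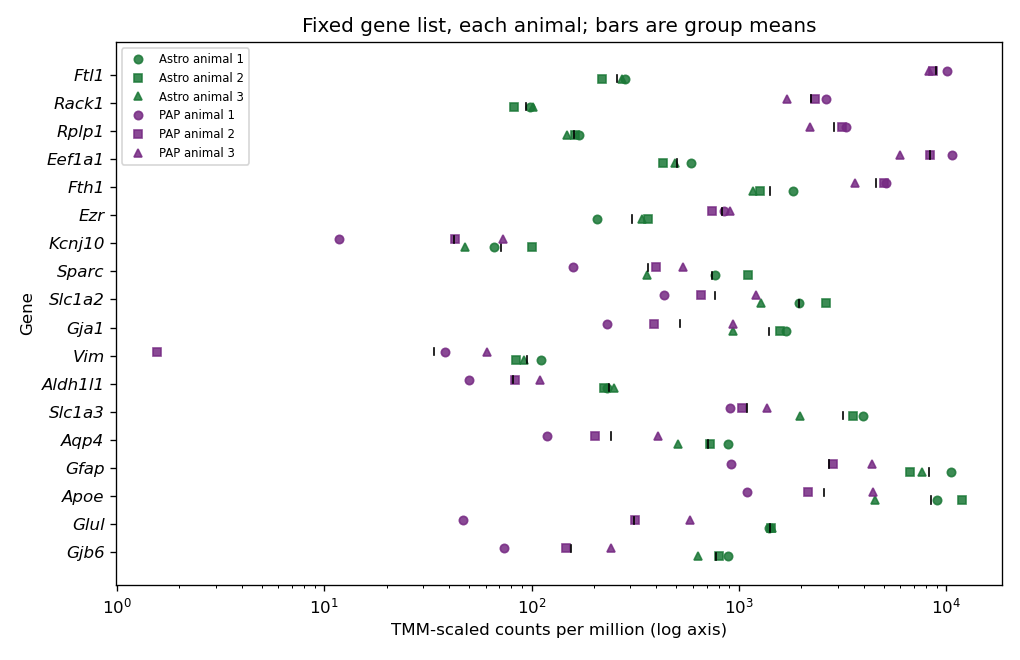
TMM-scaled CPM on a log axis (horizontal) of the 18 genes of the fixed list (vertical) in each animal; green symbols are Astro, purple symbols PAP, marker shape gives the animal and black bars the group means. Ftl1 lies at 258 CPM in Astro and 8993 in PAP, and Gjb6 at 778 and 155.

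Shares of counts were compared for 4 gene classes, the last of which was added after its values had been seen. Ribosomal protein genes took 0.889% ± 0.051 of counts in Astro and 9.29% ± 2.07 in PAP (SD, n = 3; two-sided exact permutation p 0.1, the smallest the design allows, and 0.133 after adjustment over the 4 classes). The difference within animals ran from 6.12 to 10.1 percentage points. Mitochondrially encoded genes took 0.049% ± 0.047 in Astro and 0.207% ± 0.093 in PAP (SD, n = 3; exact permutation p 0.1). The 10 genes with the most counts took 8.55% ± 1.93 in Astro and 6.59% ± 0.37 in PAP (SD, n = 3; exact permutation p 0.3), so that difference was within what relabelling gives. In technical replicates 1 to 4 and 5 to 8 taken alone, the difference was 8.55 and 8.23 percentage points for ribosomal protein genes, 0.151 and 0.166 for mitochondrially encoded genes and -2.05 and -1.83 for the 10 genes with the most counts. The immunoglobulin class was not recomputed under other settings. Immunoglobulin genes took 0.006%, 0.004% and 0.0061% of counts in Astro animals 1 to 3 and 0.649%, 0.449% and 0.263% in PAP (exact permutation p 0.1). The 95% Wilson interval for the lowest PAP share, in animal 3, was 0.257% to 0.269%, and that for the highest Astro share, in animal 3, was 0.0057% to 0.0064%. Of 23 immunoglobulin genes tested one by one, 22 were higher in PAP and 1 lower, and 5 were higher with the block.

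**Figure D4:**
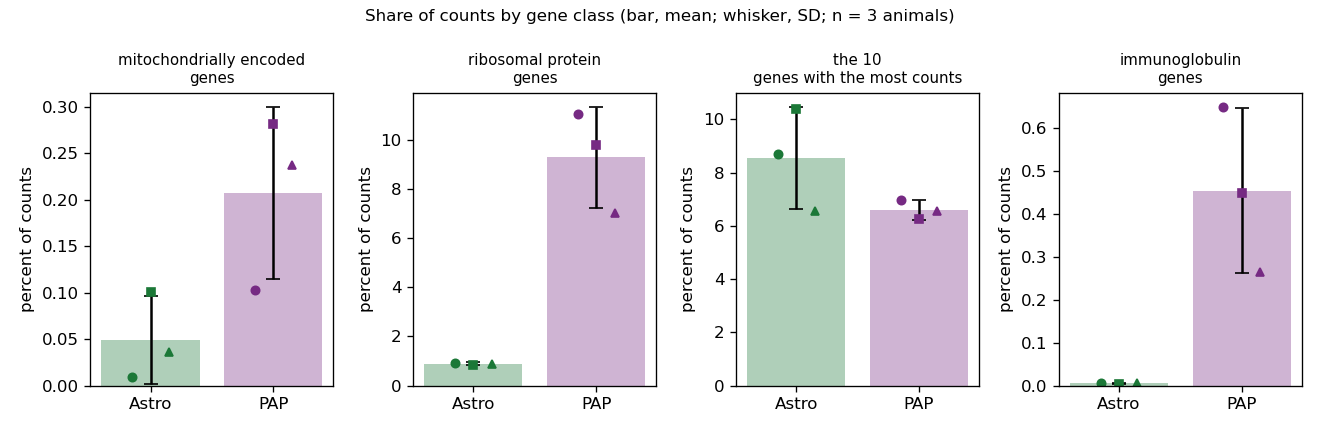
Percent of all counts (vertical axes, each with its own scale from 0) taken by 4 gene classes in Astro and PAP; bars are means, whiskers SD, and symbols the 3 animals. The ribosomal protein share is 0.889% in Astro and 9.29% in PAP, and the immunoglobulin share is highest in PAP animal 1, at 0.649%.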

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

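The counts of genes depended strongly on how the spread between animals was modelled. With the animal as a block, 133 genes differed, 128 higher and 5 lower, and 4 genes of the fixed list passed, at a correlation of same-numbered deviations of 0.008. The GC and length correction with the replicate block gave 120 genes, 115 higher and 5 lower, and 4 of the list. Across the 6 fits that each left out one library, from 115 to 4586 genes differed, from 114 to 1251 higher and from 1 to 3335 lower, with from 4 to 14 genes of the list; the 3 fits without an Astro library gave 115, 128 and 140 genes, and the 3 without a PAP library gave 4157, 4037 and 4586. The cause was not tested. The shared calls were counted: without Astro animal 1, all 114 higher and the 1 lower gene were also called with all animals. An adjusted p under 0.01 left 163 genes, 152 higher and 11 lower, with 4 of the list. Treating technical replicates as separate samples gave 7601 genes, 2686 higher and 4915 lower, a value that shows the effect of ignoring the animal. The DESeq2 Wald test called 4756 genes, 1672 of them higher, and voom with a variance weight per group, chosen after seeing the data, called 3518 genes, 603 higher and 2915 lower, and 5 of the list.

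Equal depth and a higher filter moved the lower calls more than the higher ones. With every library thinned to equal depth, 1654 genes differed, 718 higher and 936 lower. A mean of at least 100 counts left 1414 genes, 588 higher and 826 lower. No filter on low counts lowered both directions, to 571 higher and 1549 lower genes. Low depth therefore limits the 2250 lower calls: in PAP, 3 counts correspond to 1.01 to 1.64 CPM. The other scalings gave 3077 to 3101 genes and moved the share of higher calls from 27.8% to at most 30.2%.

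Ribosomal protein and nuclear-retained sets stayed positive in all 20 alternatives, with medians from 2.90 to 3.35 and from 3.88 to 4.97, and passed in 19 of 20. The exception was camera with estimated correlation, at medians of 3.132 and 4.225 and an adjusted p of 0.133 for both; the other values went down to 7.34e-95 and 1.01e-08. Astrocyte markers stayed negative in all 20, from -2.21 to -1.32, and passed in 18, the exceptions being camera with estimated correlation (-1.544, adjusted p 0.654) and voom (-1.822, adjusted p 0.361), with the lowest adjusted p at 6.64e-07. The median of all tested genes was also negative in each fit, at -0.527 as reported. It lay nearer to the set with the block (-1.632 against -1.872), with correction and block (-1.646 against -1.803) and in voom (-1.616 against -1.822). The sign alone therefore does not show a loss relative to other genes. The dendritic set stayed positive in all 20 but passed in only 9, with adjusted p from 0.0114 to 0.654. It did not pass with library size alone (median 0.928, adjusted p 0.0519), without a filter (0.633, 0.0943), at a mean of at least 100 counts (0.734, 0.141), in technical replicates 1 to 4 (1.182, 0.0563) or 5 to 8 (0.822, 0.121), at equal depth (1.114, 0.0973), with estimated correlation (0.799, 0.654) or in voom (0.18, 0.0926). Nor did it pass without Astro animal 1 (adjusted p 0.127), Astro animal 2 (0.0869) or PAP animal 3 (0.232), and its median ran from 0.435 to 1.214 across the fits leaving out a library. Respiratory chain genes, not past the threshold as reported, passed in 3 alternatives, with the GC and length correction (median -0.802, adjusted p 0.0227), with that correction and the block (-0.838, 0.0201) and without a filter (-0.921, 0.00414), with adjusted p up to 0.893 elsewhere. Their median was negative in all 20, but so was that of all tested genes in each fit: in 2 of the 3 passing fits the set lay above it (-1.646 with correction and block, -1.042 without a filter), so no stable direction relative to other genes was found.

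Sets whose direction reversed never passed. Oligodendrocyte markers changed sign with the replicate block (-3.208), with the GC and length correction beside it (-2.969) and in voom (-2.573). The microglial median, -0.032 as reported, lay above 0 with DESeq2 size factors (0.038) and library size alone (0.11), which moved the median of all tested genes from -0.527 to -0.46 and -0.375, by about as much, so these changes are shifts of all genes. With upper-quartile factors it was 0.117, where the median of all tested genes moved less, to -0.455. It also changed sign with the GC and length correction (0.304), technical replicates 1 to 4 (0.696) or 5 to 8 (0.674). At equal depth it was 0.021, where the median of all tested genes rose more, from -0.527 to -0.222. Endothelial markers did so in technical replicates 1 to 4 (0.455) and 5 to 8 (0.736), and neuronal markers at equal depth (0.014), in part with that rise. Across the fits that each left out one library, medians ran from -2.256 to 0.908 for oligodendrocyte, from -2.562 to 1.114 for microglial, from -6.261 to 0.518 for endothelial and from -0.767 to 0.198 for neuronal markers. Beyond the shifts of all genes under other scalings and at equal depth, the cause was not tested.

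For the genes named in the report, 100 values changed their side of the threshold, 92 weaker and 8 stronger, 453 stayed on the same side, and 0 reversed. The differences in share of counts, as reported 8.40, 0.158 and -1.96 percentage points for ribosomal protein genes, mitochondrially encoded genes and the 10 top genes, came to 8.55, 0.151 and -2.05 in technical replicates 1 to 4 and to 8.23, 0.166 and -1.83 in 5 to 8. Leaving out a library gave 7.52 to 9.54, 0.121 to 0.210 and -2.96 to -1.04, but dropping 1 of 3 values cannot move a mean beyond the spread between animals, so this shows no stability.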

Other observations

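Among the tests below, those on the immunoglobulin genes, on the order of the ribosomal protein genes, on thinned Astro libraries, on technical replicates 1 to 4 against 5 to 8, on the choroid plexus and on other splits of the libraries were chosen after the result they bear on had been seen, and the comparison with matched genes was added after the effect of the GC and length correction was known.

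CPM values in this part are counts over the library total, without TMM factors. Immunoglobulin transcripts appeared in all 6 libraries and were far more frequent in PAP. Igkc stood at 23.7, 18.5 and 23.9 CPM in Astro animals 1 to 3 and at 2803, 1842 and 1270 CPM in PAP, and Jchain at 18.7, 10.0 and 16.2 against 2694, 1272 and 1115 CPM. The counts of kappa V genes came from a few genes: Igkv6-32, Igkv12-41 and Igkv3-12 were the 3 leading ones in 6 of the 6 libraries and held at least 90.7% of kappa V counts in each, with 4 to 9 kappa V genes detected. Had B cells or plasma cells of each animal been the source, different V genes would have led in different animals. A single RNA source shared by all libraries is a candidate explanation that these values leave open. Blood as the sole source goes against the values, since haemoglobin genes summed to 431, 69.3 and 2.7 CPM in PAP animals 1 to 3, and the value of animal 3, whose immunoglobulin share was above that of every Astro library, lies under the 11.5 to 18.5 CPM of the Astro libraries. The values fall in the same order as the immunoglobulin share, so blood in animals 1 and 2 is not excluded as a part of it. A list of 6 plasma cell genes, some of which had been seen before it was written, was higher in every PAP library than in every Astro library for 6 of 6 genes, with ratios of mean CPM from 4.3 to 113.3. In a list of 8 cell-cycle genes, also written after some of them had been seen, 5 were higher in every PAP library, where chance gives 5% for 1 gene. Neither list can decide, because of how it was chosen. The hypothesis is that RNA from antibody-producing cells may have come in with a reagent common to all pulldowns and taken a larger share where little astrocyte RNA was recovered. The labels name a GFP antibody for the pulldown and unspecific mouse antibodies for a column passed before it, and no library made without tissue was analysed here, so this remains untested.

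If such RNA were part of the PAP libraries, genes raised in PAP would follow the immunoglobulin share, which fell from animal 1 to 2 to 3. Among genes with more than 3 counts in every PAP library, 17.8% of all 5783 tested genes fell in that order, near the 16.7% expected for any 1 order, against 40.8% of 826 genes higher in PAP and 269 of the 727 of them that are neither ribosomal protein nor immunoglobulin genes. Ribosomal protein genes did so in 65.1% of 83 genes. Astrocyte markers showed the opposite order in 16 of 19 genes. An order of 3 libraries arises 1 time in 6 by chance and genes of a library move together, so the order cannot decide. Any foreign RNA, or a purity of the PAP fraction that differs by animal, could give the same order, and an enrichment of ribosomal protein transcripts in processes that varies by animal is not ruled out.

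Other explanations of the higher ribosomal protein genes were tested. With the animal as a block, the median log2 fold change of the set was 3.12 before correction for GC content and length. After correction it was 2.99 (camera adjusted p 3.08e-63). Across all tested genes, the log2 fold change without the block hardly followed exonic length (Spearman correlation 0.048) or GC content (0.011). The correction therefore had little to remove, and the small change of the set under it cannot decide. Each ribosomal protein gene was then set against the 10 other tested genes nearest to it in length, GC content and mean level. The matched genes had a median of -0.70, and ribosomal protein genes exceeded them by a median of 3.81 on the log2 scale, and by 3.98 with the block, while randomly drawn genes exceeded their own matches by 0.25 and 0.46. Without the block, the median of the set was 3.35 with all libraries at equal depth and 3.205 or more under the 3 other scalings, against 3.13 as reported; scaling moves all genes of a library alike, so it bears only on the size of the change and not on the difference from other genes. Reads shared with pseudogenes do not account for it either, since genes and named pseudogenes together rose by 3.39 on the log2 scale in their share of counts. A length or GC effect shared with matched genes, depth and named pseudogenes therefore do not account for the difference, while RNA from other cells cannot be told apart from a difference between compartments.

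Genes that were lower in PAP with 3 counts or fewer in every PAP library numbered 1952. Of these, 71.3% kept more than 3 counts in every Astro library thinned to the smallest PAP total, but being called lower already requires high counts in Astro, so this cannot decide whether depth accounts for them. With all libraries thinned to equal depth, 2102 genes had 3 counts or fewer in 1 PAP library and at least 100 in another. Among the Astro libraries, 0 genes did so. A small number of starting molecules in the PAP samples, amplified many-fold, is a candidate explanation for such all-or-nothing counts. It would make a gene at 0 in 3 PAP libraries weaker evidence than its count in Astro implies, which applies to Pnpla2 and the other named decreases. A real absence from processes was not separated from loss by these tests.

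Other splits of the 6 libraries were fitted in the same way. Of the 10 splits, 4 part all 3 same-numbered pairs, and the share of splits in a design of this size can never be under 0.1. Among these 4, only the real one, 1 of 4, gave as many as 3115 genes in all, 865 higher and 2250 lower, as many as 4 sets past the threshold, and as many as 9 genes of the fixed list. Each of the other 9 splits gave 0 genes, with 39 to 109 genes at an unadjusted p under 0.05, against 4519 for the real split. The other 6 splits part 1 pair each, and 2 of them also gave 4 sets past the threshold. All of the other 9 splits had sets past the threshold, from 1 to 4 each, while calling 0 genes. A set passing at the preset correlation was therefore not particular to the real split. Each split other than the real one sets 2 libraries of a compartment and 1 of the other against the reverse, so part of the difference between compartments remains in it and widens the spread within its groups, and these counts do not show what chance alone would give.

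Technical replicates 1 to 4 and 5 to 8 differed with the GC content of genes. Across 2870 genes with at least 5000 counts in all, the log2 ratio of replicates 5 to 8 over 1 to 4 had Spearman correlations with GC content of -0.782, -0.756 and -0.794 in Astro animals 1 to 3 and of -0.324, -0.348 and -0.482 in PAP; these are across genes, which are not independent. In Astro animal 1 the median ratio was 0.17 in the genes with the lowest GC content and -0.15 in those with the highest. This is consistent with a difference in GC bias between 2 sequencing runs, which the labels do not name. Both compartments and all animals are in both series of replicates, so it does not separate the groups.

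Choroid plexus genes differed between animals. Ttr stood at 2172, 17610 and 4368 CPM in Astro animals 1 to 3 and at 685, 6447 and 6713 CPM in PAP. All 7 other genes of a choroid plexus list, written after its genes had been seen, were also highest in Astro animal 2, with a median ratio of 5.82 to the mean of the other Astro libraries, and 5 of the 7 were highest in PAP animal 2. Choroid plexus tissue in the dissected sample may explain this, but the list cannot decide, and no biological explanation was tested.

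Among genes on the sex chromosomes, the Y-linked Ddx3y stood at 58.4, 54.3 and 61.6 CPM in Astro animals 1 to 3, and Xist at 0.69, 0.11 and 0.82 CPM. In PAP, Xist stood at 12.6, 57.3 and 3.35 CPM, from 23, 105 and 10 counts, and Ddx3y at 67.2, 13.1 and 73.8 CPM, from 123, 24 and 220 counts. The Y-linked Uty stood at 17.7, 13.8 and 12.5 CPM in Astro and had 0 counts in every PAP library. Of the other Y-linked genes, Eif2s3y stood at 27.4, 16.6 and 34.7 CPM in Astro and at 34.4, 0 and 0 CPM in PAP. Kdm5d stood at 8.33, 13.7 and 16.0 CPM in Astro and at 0, 2.18 and 0 CPM in PAP. No explanation was tested.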
